A study of Homo sapiens with 16 samples. Its data were reported in "KDM6B promotes activation of the oncogenic CDK4/6-pRB-E2F pathway by maintaining enhancer activity in MYCN-amplified neuroblastoma" (2021).

How the data were processed

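CUT&Tag was used to map histone H3 trimethylated at lysine 27 (H3K27me3) and histone H3 monomethylated at lysine 4 (H3K4me1) in BE2C cells, a human neuroblastoma cell line with amplified MYCN. In this assay an antibody to the mark tethers a transposase that cuts and tags the DNA beside it. There were 16 libraries in 8 groups of 2 replicates. For each mark, cells given siRNA siKDM6B33 against KDM6B for 72 h were set against cells given a control siRNA (siCtrl), and cells given 2.5 µM GSK-J4, an inhibitor of KDM6 demethylases, for 72 h were set against cells given 0.1% DMSO. Groups and replicate numbers were taken from the sample titles. This gave 4 comparisons of 2 treated with 2 control libraries, with separate controls for the knockdown and the compound.

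Each library came with a list of broad regions (islands) and a list of narrow peaks, which the authors called library by library, so replicates were not pooled. The authors aligned the reads to hg19 with BWA, removed duplicates with Picard, and kept properly paired, uniquely mapped fragments within a size range. The authors called islands with SICER, with a 200-bp window and an effective genome share of 0.86. Narrow peaks were called by the authors with MACS2 at a q threshold of 0.05. The score in the deposited island lists is the caller's own sum over windows, which grows with depth and with width, and it holds no reads. The fold enrichment (a ratio) in the deposited narrow peak lists sets the summit over the background of the same library, and the deposited lists also give −log10 p and −log10 q for each peak. These values belong to a peak in its own library, and they were used only to describe, rank or filter peaks within a list. The authors scaled library sizes by E. coli reads and tested regions with voom and limma. Neither the scaling factors nor reads per region were used here.

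All computations were done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. The reference was GRCh37 with the GENCODE 44 annotation mapped to that build. No coordinate in the lists lay past the end of its reference chromosome. Gene positions, 56140 transcription starts of protein-coding transcripts in the basic set, and motif matches were taken from this reference. The mitochondrial chromosome was left out of promoter and motif shares. All coordinates are 1-based and refer to hg19.

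Depth was read from the narrow peak lists. The fold and the −log10 p of a peak fix its whole-number summit pileup and its background together, and at least 99.99% of the peaks of each library were solved this way. The lowest background among the 20 commonest pairs of fold and −log10 p was taken as the genome background of the library, which rises in proportion to its tags. In simulated peaks, which used a background near that of the H3K27me3 knockdown libraries, 99.9% of 4988 summit pileups were recovered.

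Islands and narrow peaks were counted per library, and the covered length was summed. Merged regions were the union of the 4 island lists of a comparison, joined where they shared at least 1 bp. A region called in both treated libraries and in neither control was counted as gained, and the opposite pattern as lost. Regions called in exactly 1 library of each group can arise in 4 patterns, and their number divided by 4 gave the replicate background of a single pattern such as gained or lost. This background assumes that treated and control libraries call a region equally often. Where treated libraries are deeper, gained regions can exceed it and lost regions fall under it without a change in the mark. In a simulation built on 8716 regions of the first siCtrl H3K27me3 library, 200 of 200 gained and 200 of 200 lost regions were recovered, and 0 regions were called gained in error. The 4 simulated libraries were copies of that list with shifted starts and no missed calls. This outcome checks the counting only and says nothing about errors between real replicates. That library held 10555 islands as called, and 8716 were left after islands within 2 kb of the one before were dropped. In random sequence, 200 of 200 planted CTCF cores were found. A narrow peak was counted as near a transcription start when its centre lay within 1 kb of one. The CTCF core consensus CCASYAGRKGGC was searched on both strands within 100 bp of the peak centre, and in windows moved by 2 kb as background. The MYCN interval was fixed as chromosome 2 from 16000000 to 17000000, and its share of reads was compared through the local over genome background of narrow peaks in 10-kb bins.

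Values per library were compared by an exact two-sided permutation test on the difference of group means, which cannot give a p under 0.333 with 2 libraries against 2. Counts of regions or peaks were compared by Fisher's exact test, two-sided, at 0.05, with Benjamini-Hochberg adjustment over the 4 tests of a family. Regions and peaks of the same libraries are not independent replicates. Shares of peaks carry 95% Wilson intervals, which cover counting error only. The genes named were fixed in advance from the text of the study: KDM6B, MYCN, GACAT3, FAM49A, E2F8, NAV2, AKT1, CCNE1, BUB1, BIRC5, AURKB, CDKN1A, EZH2, SUZ12 and EED. For each, the percent of the gene with 5 kb on each side that islands covered was taken. FAM49A carries the symbol CYRIA in the annotation.

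A voom and limma test of reads per region had been chosen before the data were examined. The island lists hold scores in place of reads, so that test, the correlation of fold changes between the experiments and their interaction were not run. In their place, regions gained or lost in both experiments, or for both marks of an experiment, were cross-tabulated and tested by Fisher's exact test, with 0.5 added to each count for the odds ratio. The part of the rule that named further regions by their fold change could not be applied for the same reason. The alternatives were stricter q thresholds, joined or wider islands, stricter overlap, lists of equal number or equal covered length, other promoter sizes and motif settings, and leaving out each replicate in turn.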

Results

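The data were 32 region lists from 16 CUT&Tag libraries of BE2C neuroblastoma cells, with an island list and a narrow peak list for each. The genome background of a library, in mean tags over a base, was 0.0298 to 0.0507 for H3K27me3 in the compound experiment and 0.0395 to 0.0539 in the knockdown experiment. For H3K4me1 it was 0.0483 to 0.0569 and 0.0849 to 0.107. Treated libraries were deeper than both controls for both marks of the knockdown and for H3K27me3 of the compound, and of mixed depth for H3K4me1 of the compound. Depth limits these lists. The median summit pileup of a library's narrow peaks was 3 to 9 tags, and 5.11% to 52.9% of the peaks of a library had a summit of 3 tags or fewer. Replicates of a group shared 0.518 to 0.727 of their combined island length (Jaccard index) but only 0.158 to 0.448 of their narrow peak length. No replicate pair held identical lists.

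KDM6B, the targeted gene, lies on chromosome 17 from 7737535 to 7758114 (hg19, protein-coding). With 5 kb on each side it was covered by H3K4me1 islands over 67.4% and 70.0% with siCtrl and 88.7% in both knockdown libraries, and it held no H3K27me3 island in the knockdown experiment. In the compound experiment H3K27me3 islands covered 33.4% and 54.9% of it with DMSO and 54.9% and 77.2% with GSK-J4, so that the groups met at 54.9% (exact permutation p = 0.667), and the H3K4me1 coverage of the groups overlapped. This does not measure the knockdown, since no transcript was counted.

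To assess whether loss or inhibition of KDM6B, an H3K27me3 demethylase, raises H3K27me3, called regions were counted. H3K27me3 islands numbered 10555 and 10592 after siCtrl and 15947 and 15775 after KDM6B knockdown (10574 ± 26.2 and 15861 ± 122, SD, n = 2 each, exact permutation p = 0.333, the smallest this design allows). The covered length rose from 53.9 ± 0.342 Mb to 88.6 ± 1.78 Mb. Both differences were larger than the spread between replicates. Of the alternatives for the number of islands, joining islands within 2 kb moved this difference most, from 5288 to 3644. Narrow peaks rose from 32868 ± 708 to 44369 ± 151 (SD, n = 2 each), but those with a summit pileup of at least 200 times the genome background of their library, a limit chosen after the data were seen, fell, from 10719 and 9773 to 7737 and 7969. The same limit reversed the difference in the other 3 comparisons. At 400 times background the H3K27me3 knockdown counts were 4331 and 3882 with siCtrl and 1355 and 1458 after knockdown, whereas at 100 times the groups overlapped (17719 and 15483 with siCtrl, 17324 and 17499 after knockdown).

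After GSK-J4 the replicates parted. H3K27me3 islands numbered 7175 and 7398 with DMSO and 16676 and 8006 with GSK-J4, with an SD of 6131 in the treated group against a difference of 5055. The median island width was 3000 bp in GSK-J4 replicate 1 and 7400 bp in replicate 2, beside 6600 and 7000 bp in the DMSO libraries. The covered length was 58.3 and 64.6 Mb with DMSO and 66.9 and 72.6 Mb with GSK-J4. Narrow peaks numbered 29752 and 34712 against 61200 and 40590. In number of islands, covered length and number of narrow peaks both treated libraries lay above both controls (exact permutation p = 0.333). The median island width did not follow this, as replicate 1 lay under both controls. With only islands of at least 2 kb the covered lengths overlapped (58.2 and 64.5 Mb against 62.0 and 72.5 Mb). The difference in covered length ranged from 5.10 Mb without DMSO replicate 1 (5.42 Mb without GSK-J4 replicate 2) to 11.4 Mb without DMSO replicate 2. The difference in islands was 720 without GSK-J4 replicate 1 and 9390 without replicate 2. For narrow peaks it was 8358 and 28968. Among narrow peaks with −log10 q of at least 5 the groups overlapped, with 5370 and 6213 with DMSO and 11633 and 6126 with GSK-J4.

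H3K4me1 islands rose from 21535 and 21699 to 24829 and 24917 after knockdown, and the covered length from 101 ± 3.10 Mb to 114 ± 0.130 Mb (SD, n = 2 each, exact permutation p = 0.333). Narrow peak numbers overlapped between the groups (131341 and 125782 against 130265 and 128694), and the higher mean after knockdown reversed when peaks within 100 bp were joined. With −log10 q of at least 5 the groups were apart, with 54896 and 52014 peaks with siCtrl and 75185 and 73648 after knockdown, and with −log10 q of at least 2 likewise (109005 and 104131 against 125395 and 123682). After GSK-J4 the islands numbered 18994 and 19177 against 18780 and 17765 with DMSO, a difference of 813 beside an SD of 718 between the controls, and of 306 without DMSO replicate 2 and 1321 without DMSO replicate 1. The covered lengths overlapped. Narrow peaks numbered 75082 and 76248 with GSK-J4 and 74656 and 61087 with DMSO, a difference of 1009 without DMSO replicate 2 and 14578 without DMSO replicate 1, with the groups overlapping at −log10 q of at least 2 and the difference reversed at 5.

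**Figure D1:**
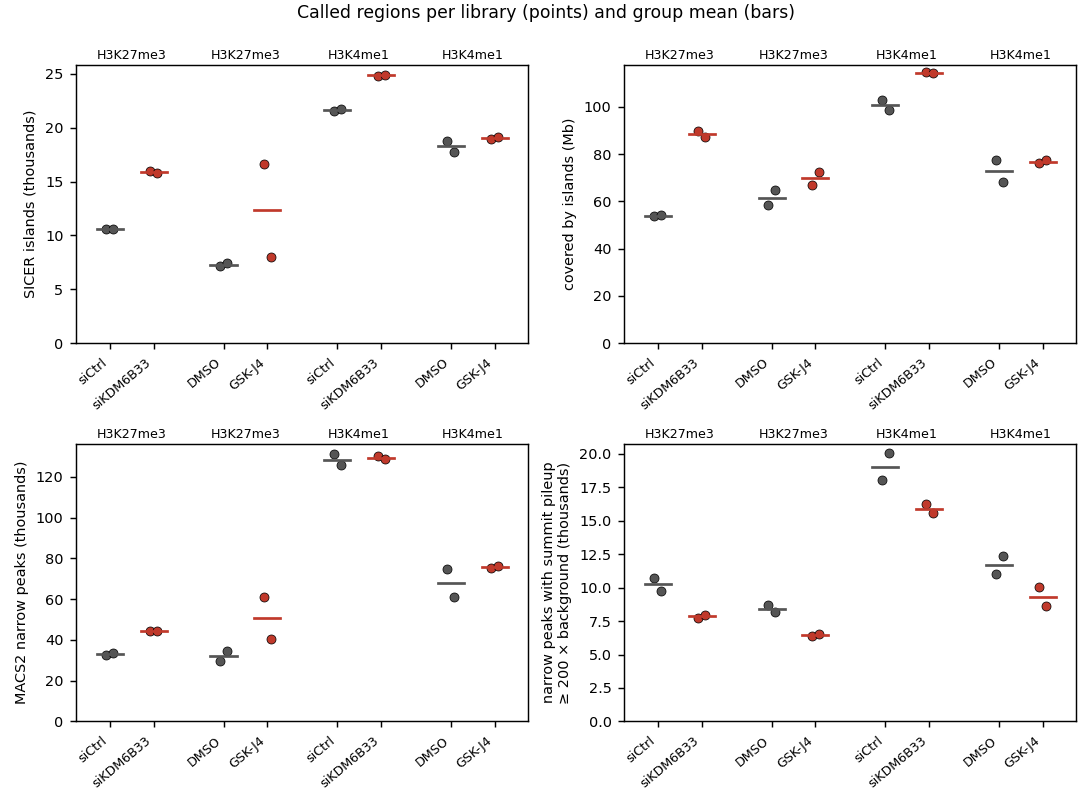
Number of islands, island length (Mb), number of narrow peaks and number of narrow peaks at or above 200 times background in the 16 libraries, where points are libraries, bars are group means, grey is control and red is treated. H3K27me3 islands rise from 10555 and 10592 to 15947 and 15775 after knockdown, while peaks at 200 times background fall from 10719 and 9773 to 7737 and 7969.

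Libraries were then compared by position. Knockdown and control islands of H3K4me1 overlapped by a Jaccard index of 0.462 to 0.465, under the 0.719 and 0.727 between replicates. For H3K27me3 the knockdown values were 0.470 to 0.479, under 0.636 and 0.637. GSK-J4 and DMSO islands of H3K4me1 overlapped by 0.588 to 0.612, under 0.662 and 0.665. For H3K27me3 with GSK-J4 the values between groups (0.507 to 0.619) overlapped the values between replicates (0.518 and 0.632), with the lowest value between groups under both, so the groups were not separated by this measure.

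**Figure D2:**
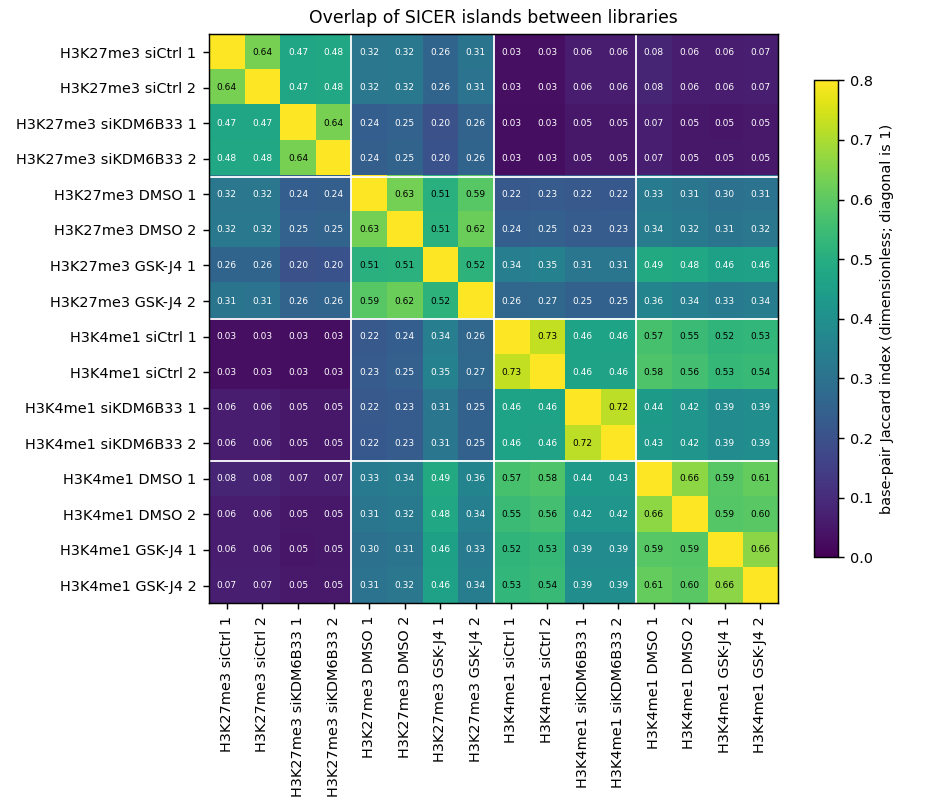
Base-pair Jaccard index (dimensionless) of the island lists of each pair of the 16 libraries, with white lines between the 4 comparisons. H3K27me3 and H3K4me1 islands overlap by 0.0284 to 0.0611 in the knockdown experiment and by 0.298 to 0.487 in the compound experiment.

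The marks were less separate in the compound experiment. H3K27me3 islands overlapped H3K4me1 islands of the same experiment by 0.0284 to 0.0611 in the knockdown experiment and by 0.298 to 0.487 in the compound experiment. Each H3K27me3 list was also set against the union of all H3K4me1 islands of its experiment, control and treated libraries together. Of the H3K27me3 covered length, 20.8% and 20.6% lay inside that union with siCtrl, and 13.1% and 13.3% with siKDM6B33. The shares were 63.3% and 61.9% with DMSO and 76.8% and 61.7% with GSK-J4. The H3K27me3 islands of the compound experiment thus lay largely where H3K4me1 was also called in some library of that experiment. Between DMSO libraries alone the marks overlapped by a Jaccard index of 0.313 to 0.340, so the overlap was there in the controls as well.

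Of the merged H3K27me3 regions, 3530 were gained and 300 lost after knockdown, beside a replicate background of 128.5 regions per pattern, from 514 regions called in exactly 1 library of each group in 4 possible patterns. The split changed with the lengths of the lists. With an equal number of islands per library, the widest first, 1696 were gained and 1544 lost, and at equal covered length, the highest scores first, 192 were gained and 2296 lost. After GSK-J4, 848 H3K27me3 regions were gained and 37 lost, beside 155.75 per pattern. The 37 lost regions lay under that background, which takes both groups to call regions equally often. Gained regions above a replicate background are therefore not by themselves an excess over depth. With an equal number of islands these were 312 and 510, and at equal covered length 180 and 74, beside 159 and 244.5 per pattern. For H3K4me1, 7486 were gained and 4093 lost after knockdown, beside 48.5 per pattern, and 1796 were gained and 1201 lost after GSK-J4, beside 250.75. At equal covered length both H3K4me1 splits reversed, to 5108 gained and 5926 lost after knockdown and 1123 gained and 1414 lost after GSK-J4. These counts moved when 1 library was left out, since a region then has to be called or missed in fewer libraries. Over regions merged across both experiments, 832 H3K27me3 regions were gained and 31 lost after GSK-J4. They became 952 and 301 without GSK-J4 replicate 1, 7004 and 62 without GSK-J4 replicate 2, 1181 and 103 without DMSO replicate 1, and 1440 and 80 without DMSO replicate 2. For H3K27me3 after knockdown, 3471 and 288 became 5654 and 469 without siKDM6B33 replicate 1, 5858 and 467 without siKDM6B33 replicate 2, 4145 and 689 without siCtrl replicate 1, and 4191 and 734 without siCtrl replicate 2. For H3K4me1 after GSK-J4, 1661 and 1051 became 2722 and 1553 without GSK-J4 replicate 1, 2812 and 1790 without GSK-J4 replicate 2, and 2469 and 1683 without DMSO replicate 1. Without DMSO replicate 2 that split reversed, to 2037 gained and 2259 lost. For H3K4me1 after knockdown, gained regions went from 7445 to 8418 at most and lost regions from 3944 to 5036 at most.

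Counted over the union of the replicates of a group, 51.8% of the H3K27me3 regions of the knockdown experiment were shared, 41.7% were found only after knockdown and 6.5% only with siCtrl. In the compound experiment 50.4% were shared, 48.4% found only with GSK-J4 and 1.21% only with DMSO. Without GSK-J4 replicate 1 the shared part was 76.0% and there were 0.940 GSK-J4-only regions for each DMSO-only region, beside 27.1 without replicate 2. Leaving out a library shrinks the union of its own group only. Among regions called in both replicates of a group, 1777 were found only with GSK-J4 and 352 only with DMSO, a ratio of 5.05. For H3K4me1, 50.9% were shared, 29.7% found only after knockdown and 19.5% only with siCtrl. With GSK-J4, 68.0% were shared, 17.9% found only with the compound and 14.2% only with DMSO. At equal covered length treated-only regions became fewer than control-only regions in 3 comparisons, with ratios of 0.107 for H3K27me3 knockdown, 0.752 for H3K4me1 knockdown and 0.642 for H3K4me1 compound. The H3K4me1 knockdown ratio was also under 1 from narrow peaks (0.857), and the H3K4me1 compound ratio was 0.691 without GSK-J4 replicate 1 and 0.660 without replicate 2.

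The position of narrow peaks relative to transcription starts was examined because the study reported that both marks changed mainly outside promoters. Of the H3K4me1 narrow peaks, 14.1% and 14.4% lay within 1 kb of a start with siCtrl and 31.2% and 31.1% after knockdown (14.2 ± 0.193% and 31.2 ± 0.0965%, SD, n = 2 each, exact permutation p = 0.333). The 95% Wilson intervals of the libraries together spanned 13.9% to 14.5% in the controls and 30.8% to 31.5% after knockdown. Among the 20000 strongest peaks of each library, a choice made after the data were seen, the shares were 9.30% and 9.54% with siCtrl and 37.9% and 37.0% after knockdown. With GSK-J4 the share fell, from 15.3% and 15.4% to 11.8% and 12.1%. The H3K27me3 share fell from 26.5 ± 0.639% to 22.1 ± 0.203% after knockdown and from 22.0 ± 0.721% to 17.6 ± 0.793% with GSK-J4 (n = 2 each, exact permutation p = 0.333 in both). All 4 differences were larger than the spread between replicates. Of the H3K4me1 regions gained after knockdown, 71.9% held a transcription start within 1 kb, beside 5.55% of those lost and 33.7% of those called in all 4 libraries. After GSK-J4 these shares were 8.69%, 33.4% and 26.7%. For H3K27me3, 7.96% of the regions gained and 30% of those lost after knockdown held a start, beside 44.4% of those called in all 4 libraries, and after GSK-J4 the shares were 21.9%, 40.5% and 48.1%. The H3K4me1 regions gained after knockdown, at 71.9%, thus differ from the study's report of changes mainly outside promoters. The study tested scaled reads per region, while these are regions called or not called, so they are not measured alike.

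**Figure D3:**
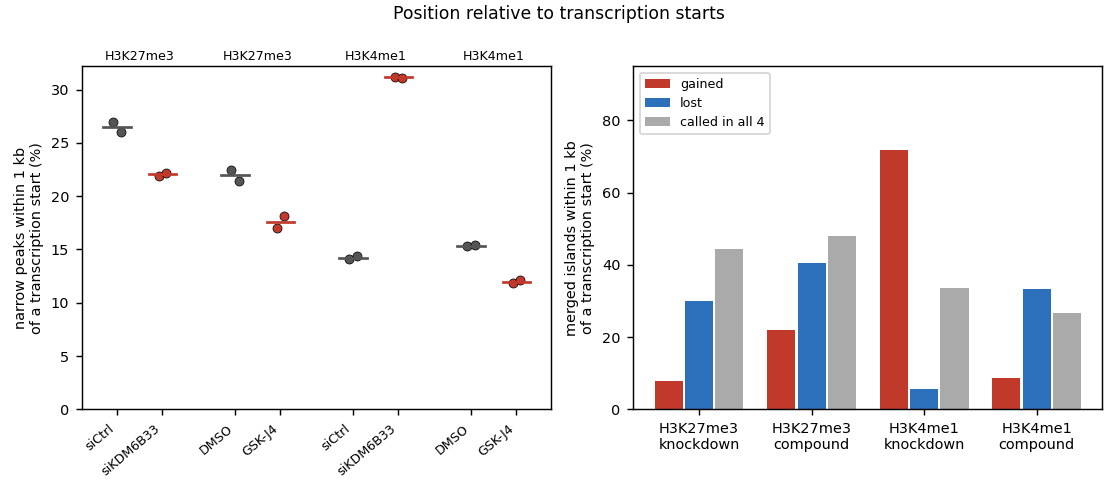
Left, percent of narrow peaks within 1 kb of a transcription start per library, where points are libraries, bars group means, grey control and red treated. Right, percent of merged islands within 1 kb of a start among regions gained, lost and called in all 4 libraries; 71.9% of the H3K4me1 regions gained after knockdown held one, beside 5.55% of those lost.

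Similarity of the knockdown and the compound was assessed at regions that changed in all libraries of both experiments. For H3K27me3 there were only 4 such regions, 2 gained in both and 2 lost after knockdown and gained with GSK-J4, which is too few to compare. For H3K4me1 there were 719, of which 77 were gained in both and 217 lost in both, whereas 355 were lost after knockdown and gained with GSK-J4 and 70 the reverse. The direction was the same in 40.9% (odds ratio 0.673 with 0.5 added to each count, two-sided Fisher's exact p = 0.0377). Adjusted over the 4 tests of direction by Benjamini-Hochberg, this Fisher's exact p was 0.151, which did not pass 0.05. Leaving out siKDM6B33 replicate 1, siKDM6B33 replicate 2 or GSK-J4 replicate 1 moved the unadjusted exact p to 0.0529, 0.155 and 0.456, and leaving out each of the other 5 replicates gave 0.00702 to 2.6e-21. At equal covered length the log2 odds ratio was −1.80 (Fisher's exact p = 2.98e-06, adjusted 1.19e-05), so the result depended on the libraries and lists used. At regions changed for both marks no association of the directions was detected in the knockdown experiment (74 regions, Fisher's exact p = 0.662, adjusted 0.883) or the compound experiment (11 regions, Fisher's exact p = 0.182, adjusted 0.364). At equal covered length 122 regions changed for both marks after knockdown. Only 3 of them gained H3K27me3, and all 3 lost H3K4me1, while of those that lost H3K27me3 105 gained and 14 lost H3K4me1 (Fisher's exact p = 0.0023, adjusted 0.00461). With 1 count at 0 and 3 regions on that side, no size is given for this association.

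The island with the highest score lay in the MYCN interval in each of the 16 libraries. MYCN lies on chromosome 2 from 16080672 to 16087129, the noncoding GACAT3 from 16154050 to 16227323 and FAM49A from 16730727 to 16847599. The interval held 0.884% and 0.880% of the H3K27me3 covered length with siCtrl and 0.570% and 0.573% after knockdown, and 0.809% and 0.732% with DMSO against 0.715% and 0.656% with GSK-J4. The compound difference of −0.0850 percentage points ranged from −0.124 without DMSO replicate 2 to −0.0464 without DMSO replicate 1 (−0.0557 without GSK-J4 replicate 2). For H3K4me1 it held 0.455% and 0.471% with siCtrl and 0.411% in both knockdown libraries, and the compound groups overlapped (exact permutation p = 0.333 in the 3 other comparisons). These falls came from the longer lists: the length covered inside the interval rose for H3K27me3, from 474 and 477 kb to 512 and 500 kb after knockdown and from 472 and 473 kb to 478 and 476 kb with GSK-J4. For H3K4me1 it went from 469 and 465 kb to 470.8 and 470.6 kb after knockdown and from 470.6 and 470.4 kb to 471 and 475 kb with GSK-J4. H3K27me3 narrow peaks in the interval numbered 174 and 164 with siCtrl and 220 and 203 after knockdown, and 228 and 243 with DMSO and 323 and 267 with GSK-J4. The study reported its most significant H3K27me3 rise and H3K4me1 fall at the MYCN super-enhancer, with some H3K4me1 peaks raised by GSK-J4. Reads inside the islands of the interval were not compared between groups, so that report was not tested here. The local over genome background in 10-kb bins of the interval was compared, and its values are given under the other observations.

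**Figure D4:**
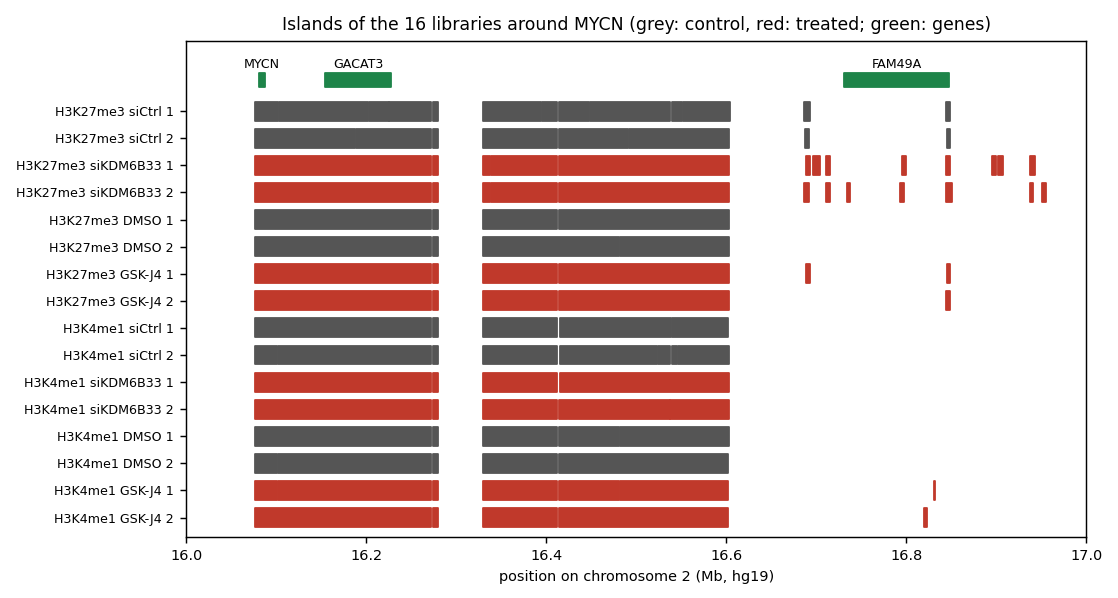
Islands of the 16 libraries on chromosome 2 from 16 to 17 Mb (hg19), with grey bars for control libraries, red bars for treated libraries and green bars for genes. The 2 long blocks, which end near 16602600, are called with few gaps in every library, and to their right H3K27me3 has 2 islands in each siCtrl library (11 and 7.4 kb) and 8 and 7 after knockdown (41.8 and 29.6 kb).

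Of the genes fixed in advance, MYCN was covered over 95.6% in every library of both marks, so this measure cannot show a change of signal there. FAM49A H3K27me3 coverage rose from 3.47% and 3.00% to 7.72% and 10.2% after knockdown, and from none to 2.52% and 3.63% with GSK-J4. AKT1 (chromosome 14 from 105235686 to 105262088) H3K27me3 coverage was 8.79% and 13.4% with DMSO and 28.0% and 42.0% with GSK-J4. Its H3K4me1 coverage rose too, from 40.9% and 50.0% to 50.5% and 54.6%. In the knockdown experiment only siKDM6B33 replicate 1 held H3K27me3 islands at AKT1 (2.99%). A part of the AKT1 rise with GSK-J4 from H3K4me1 signal in the H3K27me3 libraries stays open. AURKB (chromosome 17 from 8108051 to 8113918) was covered by H3K4me1 islands over 15.1% and 20.2% after knockdown, and by none with siCtrl. No island was called in any library at E2F8, BUB1 and SUZ12. Of the 15 genes, the groups were apart with higher coverage in 2 and lower in 1 for H3K27me3 after knockdown, 3 and 0 with GSK-J4, and for H3K4me1 4 and 1 after knockdown and 4 and 0 with GSK-J4. With 2 libraries against 2, 0.333 of unchanged genes with differing values would be apart by chance.

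The study found CTCF motifs among the changed regions, so the share of narrow peaks with a CTCF core was taken. It was 0.739% to 1.16% per library, beside 0.0987% to 0.150% in shifted windows. For H3K27me3 the group means were 0.863% and 0.870% after siCtrl and knockdown (overlapping). With 1 mismatch allowed they were 4.71% and 5.06%, and among peaks with −log10 q of at least 5 they were 1.34% and 1.62%, in both cases with the groups apart and higher after knockdown (exact permutation p = 0.333). In the compound experiment the H3K27me3 means were 1.103% and 1.099% with DMSO and GSK-J4. For H3K4me1 the means fell by 0.0414 percentage points after knockdown and fell by 0.0421 with GSK-J4, with the groups apart (exact permutation p = 0.333). Without 1 library these differences ranged from −0.0626 (without siKDM6B33 replicate 2) to −0.0202 (without siKDM6B33 replicate 1) and from −0.0723 (without DMSO replicate 1) to −0.0120 (without DMSO replicate 2). Among peaks with −log10 q of at least 5 the compound differences changed direction, to 0.335 for H3K27me3 and 0.135 for H3K4me1. Peaks found only with GSK-J4 held the core more often than peaks found only with DMSO for H3K27me3, 0.738% of 57158 against 0.571% of 28877 (two-sided Fisher's exact p = 0.00497, adjusted 0.0199). After knockdown the H3K27me3 shares were 0.542% and 0.479% (Fisher's exact p = 0.206, adjusted 0.412), and with 1 mismatch allowed 3.72% and 3.05% (Fisher's exact p = 5.12e-08, adjusted 2.05e-07). For H3K4me1 the treated-only and control-only shares were 0.530% and 0.565% after knockdown (Fisher's exact p = 0.380, adjusted 0.507) and 0.614% and 0.613% with GSK-J4 (Fisher's exact p = 1). With 1 mismatch the H3K4me1 knockdown difference changed direction, to 0.0720 percentage points (Fisher's exact p = 0.484). Adjustment was over the 4 comparisons, and the tests count peaks, which are not replicates. Shared peaks held the core in 1.13% to 1.64%.

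**Figure D5:**
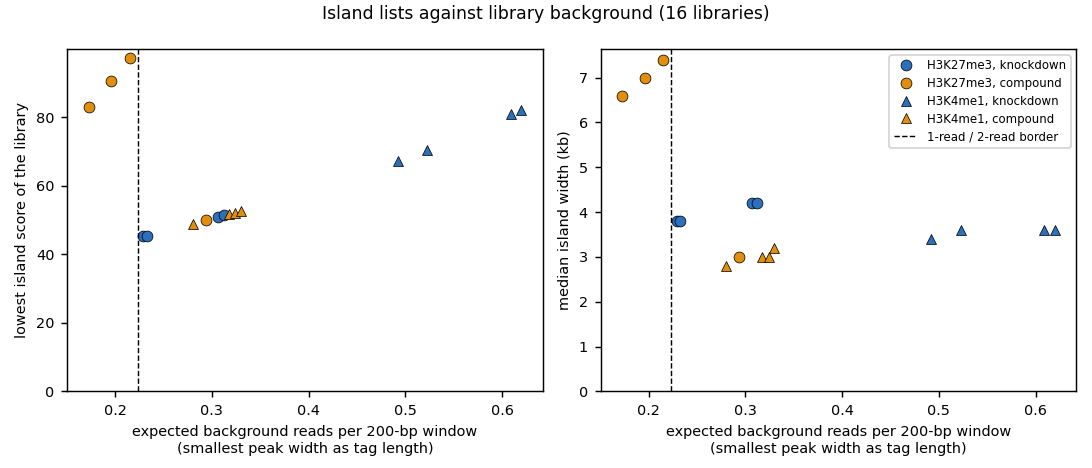
Lowest island score (left, the caller's score) and median island width (right, kb) of the 16 libraries against the expected background in tags per 200-bp window, computed with the smallest peak width as tag length, with a dashed line at 0.223. The 3 libraries under 0.223 have lowest scores of 83.1 to 97.2 and the widest islands, 6600 to 7400 bp.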

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

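The tests of the 20000 strongest peaks, of open chromatin in all knockdown libraries and of longer island lists at NAV2 were chosen after the result was seen, as was the gene body without flanks, and the other tests in this part were set beforehand. The movement of the share of H3K4me1 narrow peaks near transcription starts differed between the experiments by 20.3 percentage points, 16.9 points up after KDM6B knockdown and −3.39 points with GSK-J4. Every library moved the way its group did. The difference between the experiments was not tested.

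Depth and longer lists are argued against as the cause of the knockdown rise, since among the 20000 strongest peaks of each library 37.9% and 37.0% lay near a start after knockdown and 9.30% and 9.54% with siCtrl. Of the siCtrl H3K4me1 islands without a start, 68.3% or more were also called in the knockdown libraries. The share was 70.8% to 74.3% in the H3K4me1 libraries of the compound experiment and 3.21% to 3.51% in the H3K27me3 libraries of the knockdown experiment. The knockdown libraries thus kept most of these islands. No library of a promoter mark was analysed, so how many of them it would call is unknown. Libraries of a promoter mark under the wrong label therefore stay open. The H3K27me3 share changed by −4.43 points, but the number of H3K27me3 peaks within 1 kb of a start rose as well, from 8709 and 8678 to 9691 and 9865 after knockdown, so cutting of open chromatin in all knockdown libraries stays open. Signal added at the start itself would raise the share of the peaks within 1 kb that lie within 300 bp of the start. That share was 54.6% and 55.5% after knockdown, beside 58.1% and 59.1% with siCtrl. It was lower in both knockdown libraries, which argues against signal added at the start as the whole of the rise. The number within 300 bp rose too, from 10751 and 10659 to 22189 and 22184, so a part from such signal stays open. Also open are an admixture of signal from a promoter mark in the H3K4me1 knockdown libraries, open chromatin in those libraries alone, and an effect of the knockdown on H3K4me1 beside promoters. These last 3 were not tested. Both knockdown libraries give nearly the same value, so a fault in the preparation would have had to affect both.

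NAV2 (chromosome 11 from 19372271 to 20143147) was covered less after knockdown and more with GSK-J4 for both marks. The H3K27me3 coverage changed by −1.24 percentage points after knockdown and 0.499 with the compound, a difference between experiments of −1.74. For H3K4me1 the changes were −2.56 and 0.525, a difference of −3.08. Neither difference was tested. Treated and control libraries were apart in all 4 comparisons, and the directions held for the gene body without flanks. The test of longer island lists used the change of −1.24 points itself, so it decides nothing about their part in the rise with GSK-J4. The covered share was at most 4.92% of a long gene, so few islands carry it. NAV2 was 1 of 15 genes, and being apart in opposite directions can arise by chance among that many. A biological difference between knockdown and compound stays open and was not tested.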

How the results depend on the processing

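Limits on peak strength, lists of equal covered length, the 1-kb overlap of both marks, genes without flanks and the replicate block were chosen after the data were seen, and the other alternatives were fixed earlier. The 12 tests by reads per region and their settings, the limit of 50 reads per island or region, the effect size without a threshold and the settings of the correlation between experiments were not run, because the island lists hold scores in place of reads.

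Island number kept its direction in all 24 alternatives other than the replicate block, and promoter share in all 28. For H3K4me1 compound the island numbers of the groups overlapped in 2 of them. With only islands of at least 2 kb they were 14989 and 13433 with DMSO against 14894 and 15081 with GSK-J4. With islands within 2 kb joined they were 16257 and 15372 against 16195 and 16463. No exact permutation p from 2 against 2 can pass 0.05, so these alternatives say nothing about that test. Equal replicate numbers did not pair the libraries: replicate differences correlated by 0.00182, 0.0393, −0.000568 and −0.0212 in the 4 comparisons. No alternative that leaves out the MYCN interval changed the direction tests, as no region changed in both lists lay there, so these say nothing either. In a replicate block the difference in H3K27me3 islands after knockdown was 5288 (exact sign-flip p = 0.5, the smallest it allows). With equal groups the block keeps every difference of means by construction, so it says nothing about stability.

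Narrow peaks at 200 times background reversed the number of narrow peaks, with differences of −2393 (H3K27me3 knockdown), −1973 (H3K27me3 compound), −3144 (H3K4me1 knockdown) and −2382 (H3K4me1 compound). Joining peaks within 100 bp reversed H3K4me1 knockdown (−5037), and −log10 q of at least 5 reversed H3K4me1 compound (−1209). The limits of 2 and 5 on −log10 q widened the H3K4me1 knockdown difference from 918 to 17971 and 20962, with the groups apart, and the ratio of treated to control went from 1.007 to 1.17 and 1.39. For H3K27me3 the difference narrowed at these limits, from 11501 to 8079 and 1136 for the knockdown and from 18663 to 12795 and 3088 for the compound. The ratio went from 1.35 to 1.39 and 1.14 and from 1.58 to 1.66 and 1.53. The limits shorten every list of both marks, so shorter lists alone do not set the direction of these moves. At the limit of 5 the H3K27me3 compound groups overlapped (6213 in a DMSO library against 6126 in a GSK-J4 library). Without 1 replicate, the H3K4me1 knockdown difference ranged from −1862 (without siCtrl replicate 2) to 3698 (without siCtrl replicate 1), and the H3K4me1 compound covered length from −1.0 Mb (without DMSO replicate 2) to 8.69 Mb. That of H3K27me3 compound ranged from 5.10 Mb (without DMSO replicate 1) to 11.4 Mb (without DMSO replicate 2), and with only islands of at least 2 kb it was 5.87 Mb with the groups overlapping. The cause was not tested.

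The share of the MYCN interval reversed as covered length (30.7, 4.80, 4.00 and 2.50 kb more for H3K27me3 knockdown and compound and H3K4me1 knockdown and compound) and as number of narrow peaks (42.5, 59.5, 1.5 and 22.5 more), because the share is divided by the whole list. Without 1 replicate the H3K4me1 compound difference ranged from −0.0750 to 0.0110 (without DMSO replicate 2), and the H3K27me3 compound difference from −0.124 (without DMSO replicate 2) to −0.0464 (without DMSO replicate 1). The CTCF share reversed at −log10 q of at least 5 for H3K27me3 compound (0.335) and H3K4me1 compound (0.135), and without 1 replicate ranged from −0.0274 (without siCtrl replicate 1; −0.0214 without siKDM6B33 replicate 1) to 0.0407 for H3K27me3 knockdown, from −0.0626 to −0.0202 for H3K4me1 knockdown and from −0.0723 to −0.0120 for H3K4me1 compound. For H3K27me3 knockdown the share kept its direction with the groups apart with 1 mismatch (0.341) and at −log10 q of at least 5 (0.281). The unadjusted test of treated-only minus control-only peaks passed the threshold for H3K27me3 knockdown with 1 mismatch (0.666, Fisher's exact p = 5.12e-08) and at −log10 q of at least 5 (0.462, Fisher's exact p = 0.0251, adjusted 0.0503), and reversed for H3K4me1 knockdown with 1 mismatch (0.0720, Fisher's exact p = 0.484). The cause was not tested.

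Gained and lost regions moved over 1.5 times in 19 of 40 alternatives. From narrow peaks, 1566 H3K27me3 knockdown regions were lost, 5550 and 1347 H3K27me3 compound regions gained and lost, 25669 and 15468 for H3K4me1 knockdown, and 5757 and 5036 for H3K4me1 compound. From equal numbers, 1696 and 1544 were gained and lost for H3K27me3 knockdown and 312 and 510 for H3K27me3 compound. At equal covered length these were 192 and 2296, and 180 and 74, with 5108 and 5926 for H3K4me1 knockdown and 1123 and 1414 for H3K4me1 compound. For H3K27me3 compound, islands of 2 kb or more gave 97 lost, and 50% coverage 565 gained and 256 lost. Without 1 replicate, over regions merged across both experiments, the H3K4me1 compound split reversed without DMSO replicate 2 (2037 gained and 2259 lost). Equal covered length thus reversed the split of gained and lost regions for H3K27me3 knockdown and for both H3K4me1 comparisons, while H3K27me3 compound kept more gained than lost there and reversed at equal number. At equal number the other 3 kept more gained than lost.

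Shared percents from narrow peaks were 13.3, 19.5, 29.5 and 23.9 (same order of comparisons). With 50% coverage in both groups they were 44.2, 45.7, 43.4 and 63.1, and with equal numbers 48.6, 67.2, 49.9 and 66.6. At equal covered length the last 3 were 58.7, 46.9 and 66.5, and with both replicates the first 3 were 54.7, 71.9 and 48.2. Treated-only over control-only regions reversed at equal covered length for H3K27me3 knockdown (0.107), H3K4me1 knockdown (0.752) and H3K4me1 compound (0.642), and from narrow peaks for H3K4me1 knockdown (0.857). For H3K27me3 knockdown it was 1.51 from narrow peaks and 1.53 with equal numbers. For H3K27me3 compound it was 1.96 from narrow peaks, 10.5 with 50% coverage, 5.05 with both replicates, 1.45 with equal numbers and 13.2 at equal covered length.

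Without 1 replicate, shared percents ranged from 47.2 to 54.4, 44.3 to 76.0, 49.9 to 50.1 and 65.0 to 67.1. The ratio ranged from 3.51 (without siKDM6B33 replicate 1; 3.75 without replicate 2) to 11.4 (without siCtrl replicate 1; 10.9 without replicate 2) for H3K27me3 knockdown, and from 0.940 (without GSK-J4 replicate 1) to 80.5 (without DMSO replicate 2; 60.3 without DMSO replicate 1) for H3K27me3 compound. For H3K4me1 compound it ranged from 0.660 (without GSK-J4 replicate 2; 0.691 without GSK-J4 replicate 1) to 2.88 (without DMSO replicate 1; 1.90 without DMSO replicate 2). The union of a group shrinks when a replicate leaves it.

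For H3K4me1 the log2 odds ratio between knockdown and compound ranged from −1.87 to −0.16 without 1 replicate. It was −0.50 without siKDM6B33 replicate 1, −0.38 without siKDM6B33 replicate 2 and −0.16 without GSK-J4 replicate 1, and lost the unadjusted threshold in these 3. The other 5 kept it (Fisher's exact p from 0.00702 to 2.6e-21), and equal covered length gave −1.80 (Fisher's exact p = 2.98e-06, adjusted 1.19e-05). The adjusted Fisher's exact p of the value with all replicates was 0.151 already. The directions of the marks after knockdown went the other way at equal covered length (Fisher's exact p = 0.0023, adjusted 0.00461). The log2 odds ratio of −5.67 there is not an estimate of size, since 1 of the counts (0, 3, 105 and 14) is 0 and the ratio exists only through the 0.5 added to each. The median summit of a library was 3 to 9 tags, so whether a weak region is called is limited by depth.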

Other observations

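In this part, the tests of the share of reads in the amplified interval, of the caller's read threshold, of exchanged labels and of counting noise as split by comparison were chosen after the result was seen, as was the comparison with all H3K4me1 peaks. The levels of peak strength and the lists of equal covered length were chosen after the data were seen, and the other tests were set before their results. In all 4 comparisons narrow peaks at or above 200 times the library background were fewer in the treated libraries, with ratios of 0.766 and 0.766 for H3K27me3 (knockdown and compound) and 0.835 and 0.796 for H3K4me1. At 400 times the ratios were 0.343, 0.464, 0.652 and 0.650. At 100 times the pattern was absent for 3 comparisons, with ratios of 1.05, 1.07 and 1.13, and held for H3K4me1 of the compound at 0.879. After thinning, the 100-times counts were higher in the treated libraries of those 3 comparisons (1.13, 1.23 and 1.09). For H3K4me1 of the compound the thinned 100-times counts stayed lower (0.939).

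The test as first set asked for the fall to stay in all 4 comparisons after every summit was thinned at random to the lowest depth of its comparison. It held in 3 of 4, with ratios at 200 times of 0.785, 0.885 and 0.796, the highest being 0.885. For H3K27me3 of the compound the thinned groups overlapped (ratio 0.962), although they were apart at 400 times (0.533), so there the fall and counting noise cannot be told apart at 200 times. For the other 3, counting noise is argued against. Without the peaks of the amplified interval the ratios were 0.834 or lower, but few peaks lie there, and leaving them out does not return the reads they take, so this decides nothing. A larger share of reads in the amplified interval of the treated libraries is argued against for both marks of the knockdown and H3K4me1 of the compound. In the 10-kb bins of the interval that held peaks in all 4 libraries of a comparison, the mean local over genome background was lower in both treated libraries, with ratios of 0.938 (H3K27me3 knockdown), 0.760 (H3K4me1 knockdown) and 0.882 (H3K4me1 compound). The mean was not lower in every bin, with 19 of 39, 28 of 49 and 23 of 45 bins lower. For H3K27me3 of the compound the groups overlapped in these bins (ratio 1.006, 6 of 41 bins lower), although the median over the called peaks of the interval was lower there too (178 and 177 with DMSO, 138 and 157 with GSK-J4), so for that comparison a larger share stays open. A lower share of tags in enriched sites in the treated libraries stays open. It may come from the preparation or from the treatment, and the libraries do not part these.

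Whether the added H3K27me3 islands after knockdown come from depth was asked through the same peaks. A rise at all 3 levels would have excluded depth, and the ratio was 0.766 at 200 times, so a deeper library and a true spread of the mark cannot be told apart from the number of islands. Longer lists are argued against as the cause of the difference in position, because at equal covered length knockdown and control islands overlapped by at most 0.535 for H3K27me3 and 0.443 for H3K4me1, under the lowest values between replicates, 0.638 and 0.724.

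The H3K27me3 islands of the GSK-J4 replicates differed 16676 to 8006 in number. A candidate explanation is that the caller accepts a 200-bp window by a whole number of reads, which would step from 1 to 2 where the background per window passes 0.223, if the caller's usual window threshold of 0.2 was used. That setting, and the genome size behind the background, are not given in the sources used here and were assumed. GSK-J4 replicate 2 lay under that border at 0.215 and replicate 1 over it at 0.294. With the smallest peak width as tag length, the 3 libraries under the border were those with the highest lowest scores, 83.1 to 97.2 against 45.4 to 82.2. That match depends on the tag length, which was chosen after the values were seen. With the commonest width (36 bp) siCtrl replicate 1 falls under the border too, at 0.2227, although its lowest score is 45.4, and the match fails, while the GSK-J4 replicates stay on different sides. A stricter form of the test, tried first, asked the lowest score to fall exactly once as the background rises, and it fell 2 times, the smaller fall being 45.366 to 45.357. The explanation is therefore left open, and so is a difference in the sample. Of the H3K27me3 covered length, 76.8% in replicate 1 and 61.7% in replicate 2 lay inside H3K4me1 islands of the experiment. The median island width of replicate 1, 3000 bp, lay among the 2800 to 3200 bp of the compound H3K4me1 libraries. A mixture with H3K4me1 signal in replicate 1 thus stays open as a source of its added islands, and was not tested.

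H3K27me3 islands of the compound experiment overlapped H3K4me1 islands by 0.298 or more. Exchanged labels are argued against, since these libraries overlapped siCtrl H3K27me3 by 0.257 or more, above the highest value of the H3K4me1 libraries of the compound, 0.0821. A full exchange is what this bears on. H3K27me3 GSK-J4 replicate 1 overlapped siCtrl H3K4me1 more (0.343 and 0.353) than siCtrl H3K27me3 (0.258 and 0.257), while the other 3 libraries overlapped siCtrl H3K27me3 more (0.305 to 0.322). These 3 also overlapped siCtrl H3K4me1 by 0.224 to 0.2704, where the siCtrl H3K27me3 libraries overlapped it by 0.0317 to 0.0330, so a mixture of both marks stays open for all 4. Longer lists are argued against, because the overlap at equal covered length was 0.312 or more, above the 0.0435 of the knockdown experiment. Cutting of open chromatin could contribute and stays open. Inside 12667 islands that H3K4me1 alone accounts for, 10.6% to 11.3% of the H3K27me3 narrow peaks lay near a start, beside 8.12% to 9.21% of as many of the strongest H3K4me1 peaks. Taking the strongest H3K4me1 peaks lowers their share by itself, and of all H3K4me1 peaks inside these islands 9.72% to 11.01% lay near a start. With DMSO the marks then overlapped, since the lower H3K27me3 library lay under the higher H3K4me1 library, while with GSK-J4 they stayed apart (10.6% and 10.7% for H3K27me3, 9.72% and 9.79% for H3K4me1), so cutting of open chromatin and H3K4me1 material cannot be told apart by this test. Carry-over of H3K4me1 material was not tested. The overlap is there with DMSO as well, so GSK-J4 is not needed for it.

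The highest-scoring island lay at MYCN for both marks. Copy number may account for this, since the median local background at narrow peaks of the interval was 54.0 to 186 times the genome background in the 16 libraries, and 1.81 to 4.93 times elsewhere. The local background also rises with dense signal of the mark itself, and no library without an antibody was analysed here, so the part due to copies was not measured. Copy number alone would give like values in libraries of the same cell line. The values were 54.0 to 93.7 in the knockdown experiment and 138 to 186 in the compound experiment, so more than copy number enters them. These medians are over the peaks that each library called. In the 10-kb bins, chosen for each comparison, the mean local over genome background lay closer between the experiments. For H3K27me3 it was 113 to 123 in the knockdown experiment and 181 to 191 in the compound experiment. For H3K4me1 it was 144 to 191 and 193 to 233.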
